A study of Homo sapiens with 15 samples. Its data were reported in "Remodeling Cell Adhesion Releases Cardiac Potential of Human Pluripotent Stem Cells with Continuous Proliferation and Accelerated Maturation" (2025).

How the data were processed

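Gene expression was measured by bulk RNA sequencing in 15 libraries from 1 time course of cardiac differentiation of the human embryonic stem cell line H1. Cells were induced to mesendoderm on day 0 with CHIR99021, a small molecule that activates WNT signalling. Libraries from days 0, 1 and 2 are shared by all arms. From day 2 the culture was divided into 3 arms, each with 1 library on each of days 3, 5, 7 and 10. NP-ctrl cells stayed in their wells without a further inducer (NP stands for not passaged). NP-IWP2 cells also stayed in place and received IWP2, an inhibitor of WNT secretion. Passaged cells were dissociated on day 2 and replated without a WNT inhibitor. Groups and days were taken from the labels of the samples, and each label matched 1 column of counts and 1 column of FPKM.

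The authors trimmed the reads with Cutadapt, aligned them with Hisat2 (version 2.0.1) and counted reads per Ensembl gene with HTSeq (version 0.6.1). For bulk RNA sequencing the study's methods name a long-read library kit (SMRTbell), whereas these are short-read tools. Which kind of reads was counted could not be resolved, so values scaled by gene length and trends with gene length carry that doubt. The deposited counts are whole numbers for 60605 genes. The deposited FPKM values are the same counts scaled by the exonic length of the gene and by the total count of the library, and recomputing them from the counts gave differences of at most 0.005. The build of the reference was not stated for these libraries. Of the genes in the table, 60463 were matched by identifier to GENCODE release 44, and 93.8% of these had the identical chromosome, start and end, so the coordinates below are on GRCh38. The table gave no symbol for 20014 genes, and 19913 of these were named from a table that pairs identifiers with symbols. Whether the counting used the strand of the reads was not stated. Counts of near-identical or overlapping genes are therefore uncertain. Among the genes named below this concerns MYH6 and MYH7, MESP1 and MESP2, HLA-DQA2, MAGEA11, the HOXB cluster, and SOX2, which lies inside SOX2-OT.

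Total counts ranged from 13254723 to 20250115 per library with a median of 15269132, and 26241 to 30269 genes were above 0. For a gene with an exonic length of 1 kilobase, 3 counts corresponded to an FPKM of 0.148 in the day 2 library and 0.226 in the NP-ctrl day 7 library. A gene at or under 3 counts in 1 of the libraries compared was set to 3 counts there, and its fold change is given as a bound. No fold is given where both libraries were at or under 3 counts. Ratios of FPKM between single libraries carry exact 95% confidence intervals, derived from the Clopper-Pearson interval of the share of the counts in 1 of the libraries. Shares of counts carry Wilson 95% intervals. All these intervals cover counting error only, because reads copied by PCR are not independent molecules and no second culture was measured.

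Analyses used genes with an FPKM of at least 1 in at least 1 of the 15 libraries, which left 21206 genes, of which 13874 were protein-coding. Single libraries were compared on log2(FPKM + 1), a scale that understates the change of low genes. A gene was counted as changed when the difference was at least 1. These numbers are descriptions of pairs of libraries and carry no p-value. The number that counting noise alone would give was simulated by drawing both libraries from their pooled proportions.

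The only repetition in the design is over days. Effects of the arms were therefore fitted over the 12 libraries of days 3 to 10 with day as a block, and the spread is that of the arm difference from day to day within 1 series of cultures, not between independent differentiations. The planned test was limma on log2(FPKM + 1). Because the table also held counts, the test was instead the quasi-likelihood test of edgeR (version 4.0.16, R version 4.3.3) with TMM normalization on the deposited counts, and limma (version 3.58.1) and DESeq2 (version 1.42.0) were kept as alternatives. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted. Counts were simulated for the 21206 genes with the means, dispersions and library sizes of these data. In them 200 genes, drawn only from those with higher mean counts, were changed by 2 on the log2 scale. edgeR recovered 183 of the 200 genes and made 17 false calls, and limma recovered 140 and made 6 false calls. Recovery of genes with low counts was not measured. In simulated data with no change edgeR made 1 call, and limma was not run on these. Because all comparisons with NP-ctrl share its libraries, the correlation of their effects was set against 10 simulated sets with no effect of any arm.

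Gene lists were summarised by the median difference in log2(FPKM + 1) of their members above the filter, and placed as a percentile among 10000 random lists of the same size matched on mean expression in 20 bins. A percentile at or below 2.5 or at or above 97.5 was taken as standing apart from these random lists. In a test on 1000 random lists with simulated differences, 4.90% lay outside these limits. The 16 lists covered pluripotency, primitive streak, early cardiac progenitors, cardiac identity, cardiac maturation, the TCA cycle, other lineages, day 3 endoderm, extracellular matrix, focal adhesion, cell cycle, WNT targets, YAP targets, hypoxia, the ATF4 stress response and cholesterol synthesis. For the list medians over the 4 days an exact two-sided sign-flip permutation test was used, which cannot give a p below 0.125. Trajectories were described by the principal components of the 15 libraries on the 2000 most variable genes and by Pearson correlations across genes between libraries.

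The groups, the comparisons, the 16 lists, the thresholds, the rule for naming genes and most alternatives were chosen before the data were examined. Genes named are those the study discusses for these comparisons, members of the lists, the 5 genes in each direction with the largest mean change among those past the test of an arm effect with the same direction on all 4 days and an FPKM of at least 5 in at least 1 library, and the 5 protein-coding genes in each direction with the largest day 3 difference between passaged and NP-ctrl. Alternatives chosen at the same time were a pseudocount of 0.1, no filter on low genes, a mean FPKM of at least 5, rescaling each library to the same FPKM total (TPM), median-of-ratios scaling, a threshold of 2 on the log2 scale, protein-coding genes only for the numbers of changed genes, only the compared arms in the fit, leaving out each day, limma with and without a trend, DESeq2, all genes in the principal components, and Spearman correlation. Alternatives chosen after seeing the data were the filterByExpr filter of edgeR, protein-coding genes only in the arm fits, removal of the trend with exonic length or with GC content of the transcripts (available for 99.8% of the genes), at least 30 reads in 1 of the libraries compared, random lists drawn from protein-coding genes, plain log2 ratios with list members raised to at least 3 counts, and members of a matching Gene Ontology term in place of 8 of the lists. Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for the remaining steps. Single-cell data of the study were not analysed here. The result of 1 further gene is not reported here.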

Results

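Transcript levels were measured by bulk RNA sequencing in 15 libraries of H1 human embryonic stem cells under cardiac differentiation. Days 0, 1 and 2 had 1 library each, shared by all arms. The NP-ctrl, NP-IWP2 and passaged arms each had 1 library on each of days 3, 5, 7 and 10, so no value below has a biological replicate, and intervals cover counting error only. Total counts per library ranged from 13254723 in NP-ctrl on day 7 to 20250115 on day 2. The number of genes above 0 ranged from 26241 to 30269. Levels are the deposited FPKM values, and log2 differences were taken on log2(FPKM + 1) among the 21206 genes above the filter.

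The first question was where the arms lay relative to each other over time. On the 2000 most variable genes, the first principal component held 54.7% of the variance and the second 14.8%. With all genes above the filter, the first component held 44.7%, the largest move under the alternatives tried. The first component ordered the libraries mainly by day. On the second component the arms were apart on day 10, at -11.96 in NP-ctrl, 11.97 in NP-IWP2 and 45.8 in passaged cells. On day 7 the corresponding values were -23.0, 1.84 and 31.0. Among the NP-IWP2 libraries, the one that correlated most with each passaged library was that of the same day, with Pearson correlations across genes of 0.942 on day 3, 0.945 on day 5, 0.952 on day 7 and 0.927 on day 10. The margin on day 10 was small, since the correlation with the NP-IWP2 library of day 7 was 0.924, and a pseudocount of 0.1 made that day the nearest. Genes are not independent replicates, and no test was made of these correlations.

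**Figure D1:**
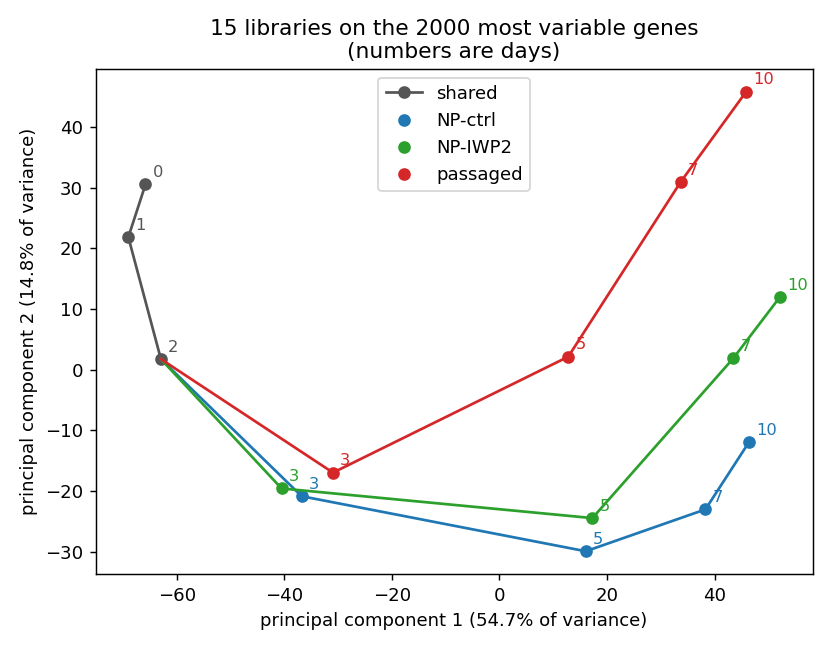
Scores of the 15 libraries on the first and second principal components (axes give the percent of variance) of log2(FPKM + 1) of the 2000 most variable genes, with 1 point per library labelled by day and coloured by arm. On the second component the day 10 libraries lie at -11.96 (NP-ctrl), 11.97 (NP-IWP2) and 45.8 (passaged).

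The composition of the libraries differed in the share of counts from the mitochondrial genome. The share was 4.80% (Wilson 95% interval 4.79 to 4.81) in NP-ctrl, 4.66% (4.65 to 4.67) in NP-IWP2 and 1.53% (1.52 to 1.53) in passaged cells on day 3. On day 5 it was 4.40%, 4.58% and 5.05%, and on day 7 it was 3.71%, 5.41% and 6.14%. On day 10 it reached 3.72% (3.71 to 3.73), 6.02% (6.005 to 6.03) and 10.3% (10.3 to 10.3). No replicate gave a spread for these shares. Because exonic lengths are short for these genes, their share of the FPKM total was larger, at 34.0% in the passaged library of day 10. The median log2 difference of all genes between passaged cells and NP-ctrl was 0.028 on day 3, -0.071 on day 7 and -0.090 on day 10. After rescaling to TPM the corresponding medians were 0.28, -0.22 and -0.38, and TPM values were used only as an alternative.

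**Figure D2:**
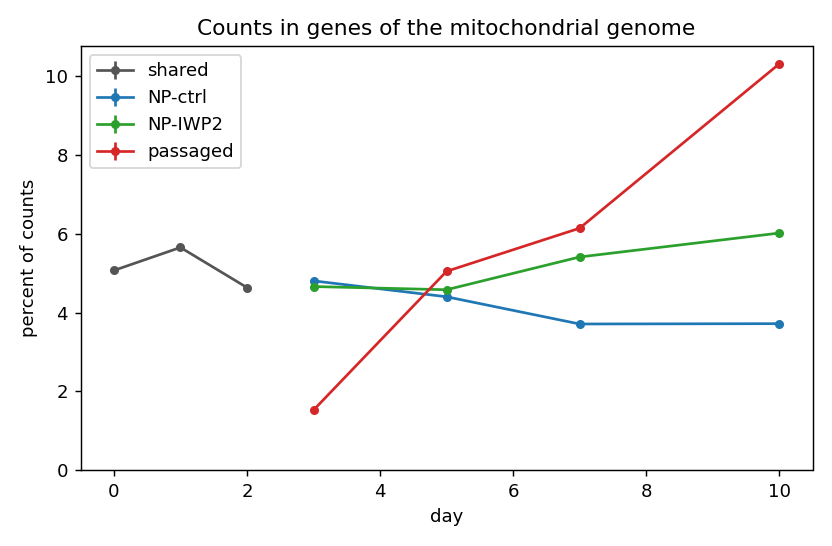
Percent of counts from the mitochondrial genome in each of the 15 libraries by day (horizontal axis), with 1 point per library and lines joining the libraries of an arm. The passaged arm was lowest on day 3 at 1.53% and highest on day 10 at 10.3%.

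In the shared libraries the first days were compared with day 0. The number of genes that changed by at least 1 on the log2 scale was 1430 on day 1 and 2491 on day 2. The 8 genes of the pluripotency list had a median difference of -0.89 on day 1 and -1.58 on day 2, and the 8 genes of the primitive streak list rose by a median of 3.99 and 4.82. All these medians lay outside the central 95% of random lists matched on expression. The FPKM of TBXT rose from 0.18 on day 0 to 214.0 on day 1, and that of MESP1 rose from 0.40 on day 0 to 81.8 on day 2.

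The comparison of passaged cells with NP-ctrl asks what dissociation and replating on day 2 changed when no WNT inhibitor was given. By the study's description, replated cells were also spread to a lower density and received the ROCK inhibitor Y27632. Every difference between the passaged and the static arms in these libraries includes both. For cardiac fate itself, the study reported that passaging also acted when cell number was kept on replating, and with or without Y27632. On day 3, 1801 genes changed by at least 1 on the log2 scale, 1064 of them higher and 737 lower in passaged cells. Counting noise alone gave 189 such genes in simulated pairs. A pseudocount of 0.1 moved this count most in absolute terms, to 4830 genes, and counting only differences of at least 2 gave 155. The share of higher genes on day 3, 59.1%, was 48.5% under median-of-ratios scaling and 75.0% under TPM. The numbers of changed genes were 1730 on day 5 (793 higher), 2677 on day 7 (918 higher) and 3692 on day 10 (1203 higher). Between NP-IWP2 and NP-ctrl, a comparison that shows what WNT inhibition changed in static culture, 880 genes changed on day 3 (698 higher), 630 on day 5, 1540 on day 7 and 1983 on day 10. Of the 880 genes on day 3, 88.6% were not protein-coding and 78.1% had fewer than 30 reads in both libraries, and only 100 protein-coding genes changed. Between passaged cells and NP-IWP2, the comparison of both routes to cardiomyocytes, 1844 genes changed on day 3, 1592 on day 5, 1418 on day 7 and 2136 on day 10. No test was attached to these numbers, since each pair held 1 library per arm.

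Effects of the arms common to days 3 to 10 were tested with edgeR, with day as a block. The spread is that between days within 1 series of cultures. Between passaged cells and NP-ctrl, 933 of 21206 genes had an adjusted p under 0.05, 348 higher and 585 lower. Between passaged cells and NP-IWP2 there were 282 genes, 88 higher and 194 lower. Between NP-IWP2 and NP-ctrl there were 4 genes, 2 in each direction, while 1009 had an unadjusted p under 0.05. Of the 239 genes of the 16 lists, 41 were among the 933 genes, 18 among the 282 and 0 among the 4. Adjusted over the list alone, 90 genes differed between passaged cells and NP-ctrl (45 higher), 43 between passaged cells and NP-IWP2 (21 higher) and 5 between NP-IWP2 and NP-ctrl (4 higher). These counts depended on the test and on single days. The limma test that had been chosen first gave 163, 6 and 0 genes in the same order, with 996 genes at an unadjusted p under 0.05 for the 0, and DESeq2 gave 2150, 886 and 59. For passaged cells against NP-ctrl the largest count was 2552 genes with no filter and the lowest was 106 genes with limma on TPM. With only the 2 compared arms in the fit, 109 genes differed between passaged cells and NP-ctrl and 277 between NP-IWP2 and NP-ctrl. This reversed the order of these 2 comparisons. Without day 3 the counts for passaged cells against NP-ctrl, passaged cells against NP-IWP2 and NP-IWP2 against NP-ctrl were 2373, 675 and 35, and without day 7 they were 133, 13 and 0. Without day 5 they were 283, 51 and 0, and without day 10 they were 323, 156 and 0. The unadjusted p was under 0.05 for 1030, 297 and 497 genes in the fits of NP-IWP2 against NP-ctrl without days 5, 7 and 10.

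Among the genes past this test with the same direction on all 4 days, the largest mean increases in passaged cells against NP-ctrl were those of COL2A1 (ENSG00000139219, chromosome 12, 47972967 to 48004554 on GRCh38), SOX2, NKX2-6, VCAM1 and TNNC1. The fitted log2 change of COL2A1 was 3.39 (SE 0.39, edgeR adjusted p 0.00105), and that of SOX2 (ENSG00000181449, chromosome 3, 181711925 to 181714436) was 5.92 (SE 1.01, edgeR adjusted p 0.00945). SOX2 lies inside the gene SOX2-OT, and 2 of the NP-ctrl libraries held at most 3 counts of it. Its FPKM in NP-ctrl, NP-IWP2 and passaged cells was 0.51, 0.65 and 41.6 on day 5, and 0.06, 0.12 and 16.9 on day 7. The largest mean decreases were those of HOXB6, RBP4, NPNT, FMOD and HOXB5. HOXB6 (ENSG00000108511, chromosome 17, 48595751 to 48604992) had the lowest adjusted p, 8.9e-06 in edgeR. Its counts in passaged cells were at most 3, so its fitted change is no measure of size, and on day 5 it was at least 569-fold lower in passaged cells than in NP-ctrl. HOXB6 was also among the 4 genes that differed between NP-IWP2 and NP-ctrl, with a log2 change of -2.26 (SE 0.28, edgeR adjusted p 0.0309). The others were SMPX at 2.42, LDB3 at 1.97 and NPNT at -3.27, each with an edgeR adjusted p of 0.0276. Between passaged cells and NP-IWP2 the largest mean increases were those of SOX2, COL2A1, IGFBP7, SYT13 and PRSS23, and the largest mean decreases were those of APOA2, RELN, FMOD, APCDD1L and RBP4. The log2 changes of the NP-IWP2 and the passaged effect, which share the NP-ctrl libraries, correlated across genes at 0.531. Simulated libraries with no effect of any arm gave 0.499 on average and at most 0.518. Shared libraries alone thus give a value close to the observed one, so this correlation does not measure how alike the 2 effects are. The 4 genes of the NP-IWP2 effect were all among those of the passaged effect, with the same direction.

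On day 3, 1 day after replating, the protein-coding genes with the largest increase in passaged cells against NP-ctrl were COL2A1, HLA-DQA2, NKX2-6, AMH and COL5A3, and those with the largest decrease were HAND2, MESP2, MAGEA11, MESP1 and TBX6. MESP1 (ENSG00000166823, chromosome 15, 89748661 to 89751310) had an FPKM of 41.8 in NP-ctrl, 39.2 in NP-IWP2 and 2.59 in passaged cells. The ratio of passaged cells to NP-ctrl was 0.0619 (exact 95% interval 0.0491 to 0.0772), a 16.1-fold decrease. For MESP2 the decrease was 17.2-fold. MESP1 and MESP2 are neighbouring paralogs, so some reads may be assigned to the wrong gene of the pair. A pseudocount of 0.1 moved the log2 change of MESP1 on day 3 from -3.58 to -3.96. HAND1 was 6.50-fold lower in passaged cells on day 3. The 8 genes of the early cardiac progenitor list had a median of -2.01 in passaged cells against NP-ctrl on day 3, below every random list, and of -0.95, -1.18 and -0.79 on days 5, 7 and 10. Among cardiac genes, MYL7 was 1.80-fold (1.48 to 2.21), TPM1 1.98-fold (1.90 to 2.06) and NEBL 1.90-fold (1.78 to 2.04) higher in passaged cells than in NP-ctrl on day 3, while NPPB was at least 29.7-fold lower.

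The cardiac genes that the study follows were compared over the later days. NKX2-5 (ENSG00000183072, chromosome 5, 173232109 to 173235311) had an FPKM of 1.31 in NP-ctrl, 7.80 in NP-IWP2 and 110.0 in passaged cells on day 5, and the ratio of passaged cells to NP-ctrl was 84.1 (exact 95% interval 62.1 to 117). On day 10 its FPKM was 26.1, 92.3 and 286.6, and the ratio was 10.96 (10.2 to 11.8) to NP-ctrl and 3.10 (2.98 to 3.24) to NP-IWP2. TNNT2 (ENSG00000118194, chromosome 1, 201359008 to 201377764) reached an FPKM of 21.8, 42.8 and 55.5 on day 10, and passaged cells had 2.54 times (2.42 to 2.67) the level of NP-ctrl and 1.30 times (1.25 to 1.35) that of NP-IWP2. On day 5 the difference in TNNT2 between passaged cells and NP-IWP2 was within counting error, with a ratio of 1.04 (0.971 to 1.12). MYH6 (ENSG00000197616, chromosome 14, 23381982 to 23408273) was 8.24-fold higher in passaged cells than in NP-ctrl on day 10 and 2.27-fold (2.25 to 2.30) higher than in NP-IWP2. MYL7 was lower in passaged cells than in both static arms on day 5, at an FPKM of 203.7 against 378.8 in NP-ctrl and 480.1 in NP-IWP2, and higher than in both on days 7 and 10.

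**Figure D3:**
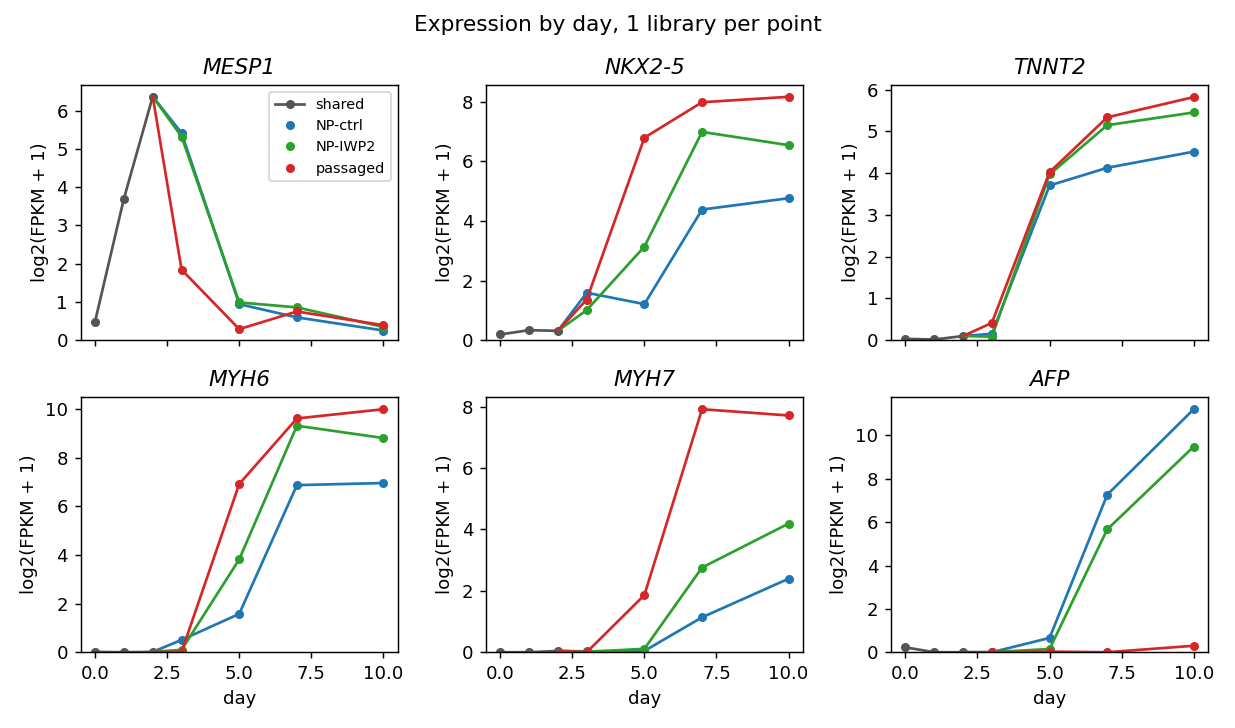
log2(FPKM + 1) of MESP1, NKX2-5, TNNT2, MYH6, MYH7 and AFP by day (horizontal axis), with 1 point per library, lines joining the libraries of an arm, and days 0 to 2 shared. On day 3 MESP1 had an FPKM of 2.59 in passaged cells against 41.8 in NP-ctrl, and on day 5 NKX2-5 had 110.0 against 1.31.

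Whether cardiac maturation differed between passaged cells and NP-IWP2 was asked on day 10. MYH7 (ENSG00000092054, chromosome 14, 23412740 to 23435660) had an FPKM of 4.26 in NP-ctrl, 17.3 in NP-IWP2 and 208.9 in passaged cells, and passaged cells had 12.1 times (exact 95% interval 11.5 to 12.7) the level of NP-IWP2. On day 7 the ratio was 41.7 (38.4 to 45.5). MYH7 and its neighbour MYH6 are near-identical in parts, so some reads may be assigned to the wrong gene of the pair. MYL2 (ENSG00000111245, chromosome 12, 110910819 to 110921443) had 0 counts in NP-ctrl, 8 in NP-IWP2 and 32 in passaged cells on day 10, and the ratio of passaged cells to NP-IWP2 was 4.16 with a wide interval (1.88 to 10.5). NPPB was 35.1-fold (23.6 to 54.5) higher in passaged cells than in NP-IWP2. The ratio of MYH7 to MYH6 was 0.206 (0.203 to 0.209) in passaged cells and 0.0388 (0.0369 to 0.0407) in NP-IWP2. The ratio of MYL2 to MYL7 did not differ beyond counting error, and the ratio of TNNI3 to TNNI1 in passaged cells was 0.459 times that in NP-IWP2. The 19 genes of the cardiac maturation list had a median difference of 0.72 between passaged cells and NP-IWP2 on day 10, and of 0.26 on day 7. The 18 genes of the TCA cycle list were all higher in passaged cells than in NP-IWP2 on day 10, with a median of 0.51. Under TPM the maturation median was 0.57, while the median of all genes in this comparison was -0.28, against -0.064 in the main values. The cardiac identity list, with 18 genes, had a median of 0.59. All of these list medians on day 10 lay above every random list.

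Against NP-ctrl, the lists were followed over the 4 days. The cardiac identity list had medians of 0.05, 0.69, 2.03 and 2.30 in passaged cells on days 3, 5, 7 and 10 and of -0.03, 0.73, 1.66 and 1.71 in NP-IWP2. The members of the matching Gene Ontology term moved the day 10 value of passaged cells most, to 0.88, which also lay above every random list. The maturation list had medians of 0.00, 0.36, 1.59 and 1.74 in passaged cells and of 0.00, 0.10, 0.54 and 0.98 in NP-IWP2. The TCA cycle list had medians of 0.24, 0.88 and 1.08 in passaged cells on days 5, 7 and 10, and of 0.09, 0.63 and 0.60 in NP-IWP2. On day 3 none of these 3 lists stood apart from random lists in passaged cells. The WNT target list, with 15 genes, had a median of -0.70 in NP-IWP2 on day 3, below every random list, and of -0.30 in passaged cells, at the 0.63 percentile. In passaged cells 6 of its 15 genes were higher, and with a mean FPKM of at least 5 or the trend with gene length removed its median of -0.09 or -0.22 no longer stood apart. The endoderm list had medians of -0.63, -0.75, -0.51 and -0.58 in passaged cells, of which that of day 7 did not stand apart from random lists, and of 0.32, 0.21, 0.44 and 0.04 in NP-IWP2, of which those of days 5 and 7 stood apart and those of days 3 and 10 did not. The 12 genes of this list share 3 with the primitive streak list. The members of the Gene Ontology term gave 0.14 in passaged cells on day 3, but only 1 of its 22 genes above the filter was on the endoderm list. The primitive streak list had a median of -0.55 in passaged cells on day 3. The hypoxia list (-0.07 on day 3), the ATF4 stress list (-0.04) and the pluripotency list (-0.09) did not stand apart in passaged cells on day 3. The extracellular matrix, focal adhesion, cell cycle, YAP target and cholesterol synthesis lists had medians of 0.41, 0.36, 0.74, 0.39 and 0.60 in passaged cells on day 3, all beyond the upper limit of random lists, and of -2.29, -0.46, -0.95, -0.65 and -0.47 on day 10, all beyond the lower limit. Over the 4 days, 5 lists moved in 1 direction on every day in passaged cells against NP-ctrl, with means of 1.27 for cardiac identity, -1.23 for cardiac progenitors, -0.62 for endoderm, -0.22 for pluripotency and -0.22 for the ATF4 stress list. The last 2 rested on day 10, and without it their means were -0.07 and -0.10. Each had the smallest p that the exact two-sided sign-flip permutation test can give with 4 days, and a p of 0.40 in this exact test after adjustment over 48 tests, so none passed.

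**Figure D4:**
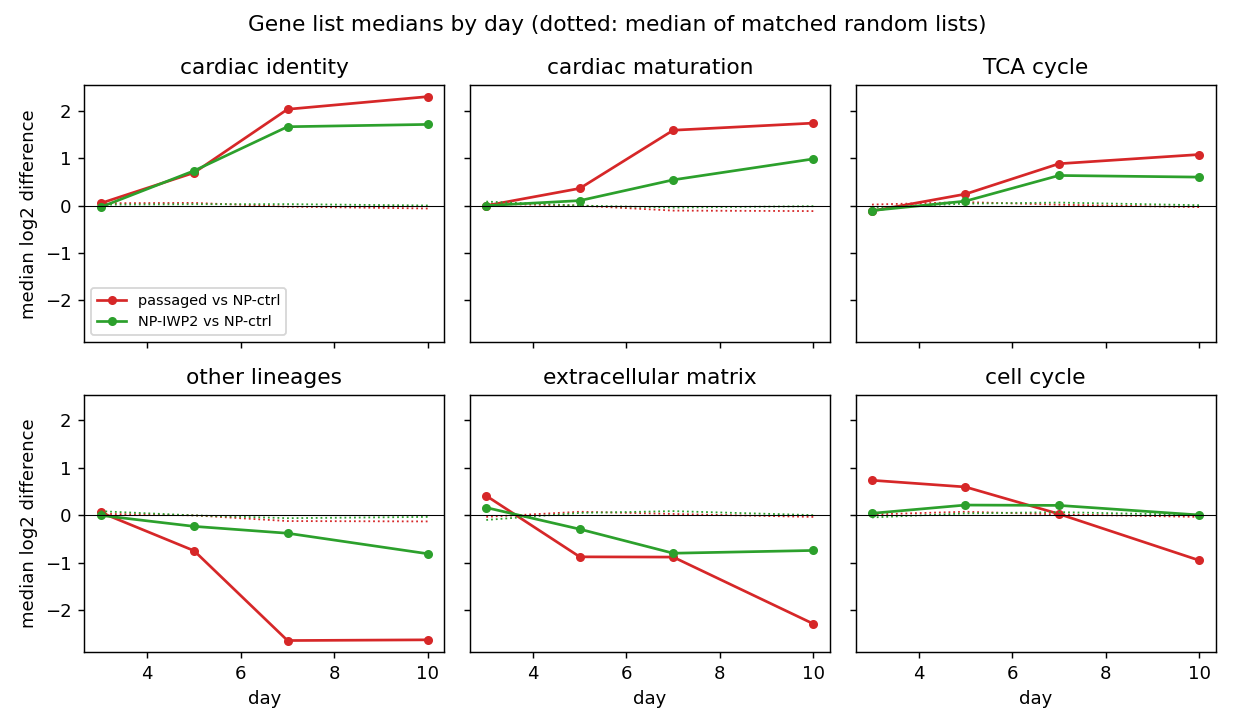
Median log2 difference against NP-ctrl of 6 gene lists by day (horizontal axis) in passaged cells (red) and NP-IWP2 (green), with the median of random lists matched on expression as dotted lines. In passaged cells the extracellular matrix list went from 0.41 on day 3 to -2.29 on day 10, and the cardiac identity list from 0.05 to 2.30.

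The other lineages that arise in static culture were compared last. Of the 16 genes of the other lineages list, 0 were higher in passaged cells than in NP-ctrl on day 10. Their median was -2.62, or -5.39 on plain log2 ratios with counts under 3 raised to 3, and in NP-IWP2 the median was -0.81. AFP (ENSG00000081051, chromosome 4, 73431138 to 73456174), expressed in liver and yolk sac, had an FPKM of 2366 in NP-ctrl, 715.5 in NP-IWP2 and 0.23 in passaged cells on day 10. WT1 (ENSG00000184937, chromosome 11, 32387775 to 32435564), a gene of the epicardium, was at least 413-fold lower in passaged cells than in NP-ctrl on day 10, where its FPKM was 10.0 in NP-ctrl and 3.53 in NP-IWP2. In passaged cells it had at most 3 counts. The FPKM of CD44 was 4.24, 1.81 and 0.88 in NP-ctrl, NP-IWP2 and passaged cells on day 10, and that of PECAM1 was 0.81, 1.29 and 0.30. SOX17 had an FPKM of 11.4, 6.06 and 0.08 on day 5.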

Values the study reported

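By real-time PCR on Day 30, the study reported that MYL2 was over 9-fold and MYH7 about 3-fold higher in cells passaged without an inhibitor than in static culture with IWP2. With passaging and IWP2 combined, the reported values were 12-fold and 4-fold.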

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

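In this part the tests of gene length, of nuclear RNA, of the mitochondrial share against cardiac genes and of the parts of the cell cycle list were chosen only after the results were seen, whereas the test of the whole cell cycle list was chosen earlier.

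Between passaged cells and NP-ctrl, 5 gene lists moved one way on day 3 and the other way on day 10, each time beyond the limits set by random lists. The extracellular matrix list had medians of 0.41 on day 3, -0.87 on day 5, -0.88 on day 7 and -2.29 on day 10. The focal adhesion list had 0.36 on day 3 and -0.46 on day 10. The cell cycle list had 0.74 on day 3, 0.60 on day 5 and -0.95 on day 10. The YAP target list had 0.39 on day 3 and -0.65 on day 10. The cholesterol synthesis list had 0.60, 1.07 and 0.50 on days 3, 5 and 7 and -0.47 on day 10. These differences between days were not tested, since each day had 1 library per arm. On day 10 the fall of 2 of the lists was shared with NP-IWP2, where cholesterol synthesis was at -0.74 and focal adhesion at -0.31 against NP-ctrl. Between passaged cells and NP-IWP2 they lay within the limits, at -0.01 and -0.09. The matrix, cell cycle and YAP target lists were below the limits there, at -1.53, -0.67 and -0.49.

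On day 3 long genes were higher in passaged cells than in NP-ctrl. The Spearman correlation of the log2 difference with exonic length was 0.314 across 7675 genes. It was 0.546 for NP-IWP2 against NP-ctrl and -0.017 for passaged cells against NP-IWP2, so the NP-ctrl library was the one apart from the others, for a reason that was not tested. With this trend removed, the matrix list still stood apart on day 3 at 0.22, the cell cycle list at 0.57 and the cholesterol list at 0.54, which argues against gene length as the whole cause for these lists. On day 10 the matrix list stayed at -2.16 and the cell cycle list at -0.87 after the same correction. The focal adhesion list at 0.23 and the YAP target list at 0.25 came within the limits of random lists. Between passaged cells and NP-IWP2 on day 3, where no trend with length was seen, the focal adhesion list stood apart at 0.30 with 14 of 20 genes higher, which argues against gene length as its whole cause. The YAP target list lay within the limits there as well, at 0.23, so for this list on day 3 a length trend and a response to replating cannot be told apart. Removal of the trend with GC content left all 5 lists apart on day 3. Members of the matching Gene Ontology terms gave a smaller median for cholesterol synthesis, 0.21, and for focal adhesion, 0.17, both within the limits.

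For the cell cycle list, higher proliferation after replating predicted a median above the random lists on day 3, and the list lay at the 100 percentile, with 17 of 24 genes higher. The list was mixed, however. All 14 of its genes of S phase were higher in passaged cells than in NP-ctrl on day 3, with a median of 1.02, while 7 of its 10 genes of G2 and mitosis were lower, with a median of -0.25. On day 5 all 10 of the latter were higher, with a median of 0.63. On day 3 more proliferation and a shift of cells between phases therefore cannot be told apart by these transcripts alone. By flow cytometry, the study reported a raised share of cells in S phase the day after passaging, when static cells were largely quiescent. Its cell counts later rose further in passaged than in static culture. These reports speak for more proliferation in such cultures. Other consequences of replating, such as space or medium, were not separated from proliferation by the design. On day 10 the lower matrix and cell cycle lists could reflect fewer non-cardiac cells in the passaged arm. Length removal left them at -2.16 and -0.87, and the other lineages list was also lower at -2.62. In NP-IWP2 against NP-ctrl on day 10 the other lineages list (-0.81) and the matrix list (-0.74) were lower too. The cell cycle list was not, at 0.01 with 12 of 24 genes higher, which goes against this reading for that list. The share of cell types was not measured in these libraries. By flow cytometry, the study reported a higher share of cardiomyocytes after passaging than in static culture without an inducer. Its single-cell data placed such static cells next to fibroblasts and passaged cells in the cardiomyocyte region. Fewer non-cardiac cells were thus reported for such cultures, but how far they account for the lower lists here was not tested.

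The mitochondrial share of counts in passaged cells was below that of both static arms on day 3, at 1.53%, and above both on day 10, at 10.3%. The change of side between days was not tested. On day 3 the median log2 difference of the 15 mitochondrial genes between passaged cells and NP-ctrl was -1.58, with 14 of 15 lower. The lowest median among random lists of nuclear genes matched on length and expression was -0.97, which argues against gene length. A higher share of nuclear RNA was tested with nuclear-retained long non-coding RNAs, of which 3 of 4 passed the filter. Against NP-IWP2 the 15 mitochondrial genes fell by a median of -1.48, all of them lower. The nuclear RNAs had a median of -0.80 there with 0 of 3 higher, at the 2.83 percentile and so within the limits of random lists. In NP-IWP2 against NP-ctrl they were higher, by 0.59 with 3 of 3 higher. These 3 genes showed no rise in passaged cells against NP-IWP2, but are too few to exclude a higher share of nuclear RNA there. Against NP-ctrl their median in passaged cells was 0 with 1 of 3 higher. In that comparison a higher share of nuclear RNA cannot be told apart from a loss of mitochondrial transcripts. Nuclear genes of oxidative phosphorylation differed much less on day 3, with a median of -0.25 over 87 genes. Whether that library was prepared apart from the others was not stated, and a difference in preparation of this 1 library stays open.

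On day 10 the mitochondrial share in passaged cells was 1.71 times that in NP-IWP2, while TNNT2 was 1.30 times as high and the median gene of the cardiac identity list 1.501 times as high. A higher share of cardiomyocytes alone cannot be told apart from more mitochondrial RNA per cell, because cardiac genes rose by different amounts and 1 library per arm gives no spread. The nuclear genes of oxidative phosphorylation were higher as well. Over 87 genes their median log2 difference was 0.58 against NP-IWP2, close to the 0.59 of the cardiac identity list, and 1.00 against NP-ctrl, where that of the identity list was 2.30.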

How the results depend on the processing

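The tests of correction for gene length and GC content, of filterByExpr, of protein-coding genes in the fits, of a read minimum, of random lists from protein-coding genes, of counts raised to 3 and of Gene Ontology members were chosen only after the results were seen.

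The numbers of changed genes depended on how low genes were treated. Values follow for days 3, 5, 7 and 10. For passaged cells against NP-ctrl a pseudocount of 0.1 gave 4830, 4514, 5795 and 6979 genes, TPM 4489, 3671, 5174 and 6737, a difference of at least 2 gave 155, 273, 539 and 801, a mean FPKM of at least 5 gave 588, 579, 945 and 1351, and protein-coding genes alone 800, 907, 1631 and 2406. For NP-IWP2 against NP-ctrl these settings gave 2975, 2632, 4139 and 4706, then 2356, 1935, 3477 and 4051, then 51, 47, 155 and 181, then 94, 101, 427 and 530, then 100, 133, 704 and 945. For passaged cells against NP-IWP2 they gave 4523, 4355, 3993 and 5276, then 3835, 3440, 3122 and 4688, then 213, 239, 216 and 311, then 495, 519, 434 and 739, then 754, 782, 741 and 1186. A minimum of 30 reads in 1 library gave 1033 and 1085 for passaged cells against NP-ctrl on days 3 and 5, 193, 155, 805 and 1071 for NP-IWP2 against NP-ctrl, and 974, 926, 832 and 1374 for passaged cells against NP-IWP2. A smaller set of genes explains the lower counts under the filters, and the higher threshold on the same genes admits fewer of them by construction. A smaller pseudocount enlarges every difference of low genes by construction, and TPM does the same because the FPKM totals are below the TPM total. The other 50 of 120 values stayed within 1.5 times, among them all those under median-of-ratios scaling, with no filter, and with the trend with GC content removed.

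The share of higher genes moved by over 10 points in some comparisons. For passaged cells against NP-ctrl on day 3 it was 59.1%, against 75.0% under TPM, 48.5% under median-of-ratios scaling (836 higher and 889 lower) and 73.4% with the length trend removed. For the same arms on day 7 it was 34.3%, against 44.3% at a mean FPKM of at least 5, and on day 10 it was 32.6%, against 21.1% under TPM. For NP-IWP2 against NP-ctrl on day 3 it was 79.3%, against 58.5% at a mean FPKM of at least 5, 56.0% among protein-coding genes and 92.6% with the length trend removed. For these arms it went from 47.8% to 37.1% on day 5 with the length trend removed, and from 41.1% to 56.9% on day 7 at a mean FPKM of at least 5. For passaged cells against NP-IWP2 it went from 46.5% to 36.0% on day 5 at a mean FPKM of at least 5, from 34.6% to 18.98% on day 7 and from 30.4% to 16.1% on day 10 for differences of at least 2, and to 41.8% on day 10 under median-of-ratios scaling (886 higher and 1236 lower). The cause was not tested, except that the filters change which genes are counted.

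The effects of the arms are given for passaged cells against NP-ctrl, NP-IWP2 against NP-ctrl and passaged cells against NP-IWP2, in that order. They were 933, 4 and 282 genes. No filter gave 2552, 367 and 1362, DESeq2 2150, 59 and 886, and only the 2 compared arms in the fit 109, 277 and 163. The last setting reversed the order of passaged cells and NP-IWP2 against NP-ctrl. A mean FPKM of at least 5 gave 332 for the first and 76 for the last. The limma test gave 163, 0 and 6, with a pseudocount of 0.1 it gave 222, 0 and 21, on TPM 106, 0 and 6, under median-of-ratios scaling 171, 0 and 16, and without a trend 152, 0 and 6. The effect of NP-IWP2 was also 0 with filterByExpr, with protein-coding genes and with the GC trend removed. For these values of 0, the unadjusted p was under 0.05 for 996 (limma), 996 (pseudocount of 0.1), 906 (TPM), 968 (median-of-ratios), 989 (without a trend), 973 (filterByExpr), 776 (protein-coding) and 975 genes (GC content). Across the 4 fits that each left out 1 day, counts ranged from 133 to 2373, from 0 to 35 and from 13 to 675, the highest each time without day 3 and the lowest of the first and the last without day 7. Of the 933 genes, 913 were shared with DESeq2, 917 with no filter and 879 without day 3, and 160 of the 163 limma genes were among them. The other 13 of 54 values stayed within 1.5 times. The causes were not tested, beyond the fewer genes or libraries that some settings hold.

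Most list medians kept their direction and their side of the limits, namely 265 of 285 values. On day 3 in passaged cells against NP-ctrl, the hypoxia list reversed from -0.07 to 0.20 under TPM, 0.085 with Gene Ontology members, 0.036 with the length trend removed and 0.10 with no filter, and it passed the limits at -0.65 with a mean FPKM of at least 5. The ATF4 stress list reversed to 0.22 under TPM, and the endoderm list to 0.14 with Gene Ontology members. Of the 22 members of that endoderm term above the filter, 1 was on the endoderm list and 5 were on the matrix list. The value of 0.14 is therefore largely that of other genes. Under TPM the median of all genes on that day was 0.28, against 0.028 in the main values, and the stress lists had been at -0.07 and -0.04, so that median moved by more than these lists were from 0. The WNT target list came within the limits at -0.22 with the length trend removed and at -0.089 with a mean FPKM of at least 5, the focal adhesion list at 0.17 with Gene Ontology members and 0.23 with the length trend removed, the YAP target list at 0.25 with the length trend removed, and the cholesterol list at 0.21 with Gene Ontology members. The endoderm list in NP-IWP2 on day 3, 0.32 and within the limits, passed them at 0.59 (TPM), 0.55 (plain log2 ratios with counts under 3 raised to 3), 0.43 (length trend removed), 0.48 (mean FPKM of at least 5), 0.24 (median-of-ratios), 0.52 (pseudocount of 0.1) and 0.32 (random lists from protein-coding genes). The causes were not tested. All 20 values of the list medians over days kept their direction, but a list that moved in 1 direction on every day cannot reverse when a day is left out. Other lists did reverse in passaged cells against NP-ctrl. The mean of the cell cycle list went from 0.11 to -0.11 without day 3 and to -0.06 without day 5. Without day 10 that of focal adhesion went from -0.07 to 0.06 and that of YAP targets from -0.16 to 0.003.

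The first principal component held 44.7% with all genes and 47.0% with a pseudocount of 0.1, where the second held 12.0135%, and day 7 became the NP-IWP2 day nearest to passaged cells on day 10. The other 8 values for the principal components and nearest days stayed the same. Among single genes, 5 small changes reversed. In NP-IWP2 against NP-ctrl on day 3, MESP1 went to 0.023 and POU5F1 to 0.0066 under TPM, and NEBL to -0.15 with the length trend removed and -0.029 under median-of-ratios scaling. TPM1 in passaged cells against NP-IWP2 on day 10 went to -0.029 under TPM. Of the other single-gene values, 122 moved beyond counting error, 167 became weaker and 621 stayed the same. The causes were not tested.

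Depth limited the genes near the floor. The day 10 ratio of MYL2 rested on 8 and 32 counts, and folds of AFP on day 7, WT1 on days 7 and 10 and HOXB6 in passaged cells are bounds.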

Other observations

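In this part the tests of counting noise, of gene length, of MYH7, of undifferentiated cells and of WNT targets directly against NP-IWP2 were chosen only after the results were seen, and the readings of the other WNT test and of the stress, retinoic acid and pharyngeal tests were settled after their values were seen.

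The labels of the compared arms were swapped within days, which gives 8 splits per comparison. In each of the 3 comparisons 1 of the 8 splits, the real one, gave as many genes with an adjusted p under 0.05. The share cannot go below 0.05 with 8 splits, so the real labels and another grouping cannot be told apart by this count. For passaged cells against NP-ctrl the split that reversed only day 3 gave 627 genes, and for passaged cells against NP-IWP2 it gave 52.

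By RNA sequencing on day 10, MYH7 was 12.1-fold and MYL2 4.16-fold (1.88 to 10.5) higher in passaged cells than in NP-IWP2. The value of MYH7 is higher and that of MYL2 lower than the real-time PCR values quoted for a later day, and the assay differed too.

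The maturation list may have risen in passaged cells on day 10 only because more cells were cardiomyocytes. Against NP-IWP2 its median exceeded that of the identity list by 0.13, and the 3 ratios within cardiac genes went in different directions, so a higher share and a change within cells cannot be told apart for the list. For MYH7 the tables argue against a higher share alone, since the identity list rose by 0.35 on day 7 and 0.59 on day 10 while MYH7 rose by 5.16 and 3.52. Reads shared with MYH6 do not account for it either, because the sum of both genes was 1.53 times as high in passaged cells as in NP-IWP2 on day 7, and MYH6 itself did not fall. A change in MYH7 within the cells that express it is a hypothesis left open by these tests.

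A uniform shift of passaged cells ahead of NP-IWP2 in time predicted that passaged libraries would correlate most with a later day. Of the 3 passaged libraries for which a later day existed, 0 did. The 211 genes that rose in NP-IWP2 from day 7 to day 10 had a median difference of 0.05 between passaged cells and NP-IWP2 on day 7, with 50.7% higher. A uniform shift well short of the gap between sampled days could leave the same day nearest, so the correlations cannot exclude it. The 211 genes bear on day 7 only. A shift of some genes only was not excluded either.

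Replating might lower WNT target transcripts as IWP2 does. The list lay at the 0.63 percentile in passaged cells on day 3, which met the criterion set in advance. However 6 of 15 members were higher, AXIN2, SP5 and DKK1 among them, and the list came within the limits of random lists in 2 alternatives, so a lower WNT response and a mixed change cannot be told apart. A fall as large as with IWP2 is argued against by the direct comparison, where the median of passaged cells against NP-IWP2 on day 3 was 0.28 with 10 of 15 genes higher, at the 98.58 percentile. It stayed beyond the upper limit in 8 of 9 alternatives and came just within it, at the 97.26 percentile, with the trend with GC content removed. A smaller fall stays open. For stress in static culture, the criterion set in advance was not met. The lower of the percentiles of the hypoxia and ATF4 lists in passaged cells was 17.3. With a mean FPKM of at least 5, however, the hypoxia list lay beyond the lower limit, while in other alternatives its median was above 0. Main medians near 0, members in both directions and this dependence on the setting leave open whether crowding stress was present.

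A shift in scale between libraries could have produced the differing numbers of changed genes by day. Median-of-ratios scaling changed these numbers by at most 1.15 times, which argues against it for the numbers, although the share of higher genes moved by up to 11.3 points.

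Most genes that changed between NP-IWP2 and NP-ctrl on day 3 were higher, 79.3%. In the first form of the test of counting noise, 78.1% of these genes had fewer than 30 reads in both libraries and the share fell to 58.5% among genes with a mean FPKM of at least 5, both of which counting noise predicted. A simulation run afterwards gave 199 changed genes with 48.3% higher, against 880 genes, so counting noise alone does not account for the excess. In this pair long genes were higher, with a Spearman correlation of 0.546 across 7675 genes, but with this trend removed the share of higher genes was 92.6%, so a smooth length trend does not explain it. A difference in the preparation of 1 of the libraries, for example in short RNA or DNA carried over, was not tested.

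The HOXB list fell in passaged cells against NP-ctrl, by medians of -1.40, -2.80 and -2.07 on days 5, 7 and 10 over 9 genes. It fell in NP-IWP2 too, by -0.52, -1.35 and -1.40, all below the lower limit of random lists, so the fall was not particular to passaging, although passaged cells were lower than NP-IWP2 by -1.30, -1.49 and -1.01 on these days. Only 3 of 29 HOXA, HOXC and HOXD genes passed the filter. In passaged cells against NP-ctrl their medians were -0.13, -1.15 and -0.83 on days 5, 7 and 10, of which that of day 7 alone stood apart from random lists, and in NP-IWP2 none of the 4 days did. With 3 genes a fall of the HOXB cluster alone and a fall of HOX genes in general cannot be told apart. A lower retinoic acid response was a candidate explanation for lower HOXB and TBX5. The 8 genes of a retinoic acid list had a median of 0.45 on day 5, at the 99.1 percentile, and were not below random lists on any of the 4 days. On day 3 the median was -0.08 with 3 of 8 higher, and on days 5, 7 and 10 there were 6, 5 and 5 higher. The member CYP26A1 fell, with an FPKM of 0.12 against 4.23 in NP-ctrl on day 3 and 0.16 against 1.35 on day 7. The medians argue against a general fall of the response on days 5 to 10. A fall in single members was not excluded.

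TBX1 and FGF8 were higher in passaged cells than in NP-ctrl on days 3 to 7, and TBX1 was lower on day 10. They were singled out after their values were seen, and pharyngeal mesoderm identity is a candidate explanation. A list of 8 other such genes had medians of 1.31, 0.65 and 0.43 on days 5, 7 and 10, above the limits of random lists, which met the criterion set in advance. However NKX2-6, already known to be among the genes with the largest change, was on the list. Without it the median against NP-ctrl was 0.48 on day 5 and stood apart only on that day, with 4 of 7 genes higher. Against NP-IWP2 the list without it stood apart on days 5 and 7, at 0.64 and 0.37, with 5 of 7 genes higher on both. For the difference from NP-ctrl a pharyngeal identity and a change in a few genes cannot be told apart.

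SOX2 was higher in passaged cells than in both static arms on days 5 to 10. If remaining undifferentiated cells were the source, its level on day 5 would need 42.8% of day 0 cells, which would bring an FPKM of POU5F1 of 267.5, and 2.47 was observed. For UTF1 the same share would bring 105.4 and 0.11 was observed, and for DPPA4 it would bring 89.6 and 25.9 was observed. These levels argue against such cells as the source. Neural cells were another candidate source. A list of 9 neural genes, of which 4 passed the filter, had a median of 0.21 on day 5, at the 84.5 percentile, and of 0.54 on day 7, at the 98.2 percentile. Against NP-IWP2 it lay within the limits of random lists on all 4 days. With so few genes neural cells and SOX2 in another cell type cannot be told apart.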
